A study of Mus musculus with 99 samples. Its data were reported in "Leveraging chromatin accessibility for transcriptional regulatory network inference in T Helper 17 Cells" (2019).

How the data were processed

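Gene expression was measured by RNA-seq in 99 libraries of mouse CD4 T cells in 53 groups, taken from the titles and characteristics of the samples. The study's methods describe 81 libraries made by an earlier protocol of the same laboratory and 18 later libraries, in which ribosomal RNA was depleted and a stranded total RNA kit was used. The later cells were primed overnight on antibodies to CD3 and CD28 and then polarized for the stated time. The compounds C16, N2, Dig and Veh are known here only by these codes. The polarization of the 24 Batf and Irf4 libraries titled CD4 T cells is not given in the sources used here. The study counts naive CD4 T cells among its samples and describes the 81 libraries as naive or polarized. Its text does not say which of these the 24 were.

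The authors mapped reads to mm10 with STAR, counted reads per gene with HTSeq-count in union mode without strand, and normalized the counts with DESeq2. Versions of these tools are not given in the sources used here. The file the authors deposited holds values on a log2 scale, after size factor normalization and a variance-stabilizing transformation, for 24006 genes in the 99 libraries. The lowest value, 3.04, stands for 0 reads and makes up 36.1% of all values; 1451 genes had no read in any library. Because the transformation flattens low values, a difference there understates the fold change. Counting without strand means that reads of a gene and an overlapping antisense gene cannot be told apart. Union mode leaves out reads that overlap more than one gene, and near-identical genes can share reads.

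The transformation was inverted, and the normalized values were divided by the step of 1 read in each library. In each of the 99 libraries 100% of the inverted values came out within 0.1 of a whole number. The recovered reads ran from 5.35 M to 56.9 M per library (M for mega). The study describes scaling the counts of longer reads for mappability, so these are counts as they entered the normalization. No 2 replicates agreed within sampling noise: the chi-square per gene between replicates was at least 4.30, where counting noise gives about 1. On the mean over genes, counting error was therefore the smaller part of the spread. This was not split by the number of reads of a gene.

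Differences were tested with limma 3.58.1 in R 4.3.3 on the deposited values, with a variance trend on mean expression. A gene was called at a Benjamini-Hochberg adjusted p under 0.1 and a difference over 1.5-fold, the thresholds the study used for Th17 genes. A gene was tested when its value exceeded the lowest value by 1 in at least as many libraries as the smallest arm held. Groups of 1 experiment were fitted together and shared an estimate of the spread. The Th17 against Th0 comparison had the pair of libraries as a block, 2 of the 5 pairs being numbers 16 and 17 of the Rora Rorc experiment, the compound comparisons had the genotype, the Rora comparison had the compound, and the Nrf2 comparison had the polarization. In fits where leaving out a library left 1 in an arm, that library was assumed to vary like the other groups. Later libraries were grouped by the polarization time in their titles, although 2 Th17P Veh libraries titled 96 h carry 60 h as their time point. Irf4 deletion by CD4-Cre and Rorc knockout at 16 h had 1 library per group, so values and list medians are given, the latter as percentiles among 10000 random lists matched on mean expression.

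Gene lists were fixed before the data were examined, as were the groups, the tests, the other settings and the rule for naming genes. They were tested with camera at an inter-gene correlation of 0.01, adjusted over the lists of 1 comparison, and again with an estimated correlation. Of 643 list tests 230 passed at an adjusted p under 0.1, and 21 of these passed with the estimated correlation; the lists share some members. The named genes were the perturbed gene; up to 4 called members of each list, by size of difference; the 8 largest rises and the 8 largest falls, leaving out provisional, antisense and pseudogene symbols; and Il17a, Il17f, Il22, Il23r and Rorc in Th17, ROR, siRNA and later comparisons. In single libraries they were the perturbed gene, these 5 genes and list members that differed by over 1, up to 4 per list. From these the text gives a part. The genes 2810417H13Rik, Ramp1, Stx11, 2310007L24Rik, the genes named in overlaps, Foxp3, Gata3 and Tbx21 by place in the number series, and Xist in the Batf and Irf4 libraries were chosen after their values were seen. Chromosomes and positions are from GENCODE annotation of GRCm38, the assembly called mm10 by the authors, in which 98.4% of symbols were found, 22701 directly and 930 by an older symbol.

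Library numbers in the titles were checked as pairs by the correlation of deviations from group means before the blocked fits were compared. In the later set, which shares numbers in the titles, 18 of 18 distinct correlations were above 0.1, from 0.16 to 0.70. In groups of 2 libraries the deviations mirror each other, so repeated values were counted once. In the Batf and Irf4 experiments knockout and wild-type numbers alternate, and adjacent numbers correlated above 0.1 in 6 of 6 pairs each, from 0.62 to 0.89 and from 0.32 to 0.67. The knockout library correlated more with a wild-type library of another number, at the neighbouring place of the series, in 4 of 6 Batf and 3 of 6 Irf4 pairs. These correlations therefore show places shared by 2 numbers (1 and 2, 3 and 4, 5 and 6) and do not single out adjacent numbers as pairs. The siRNA libraries were not checked in this way, and their fits had no replicate block.

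Other settings chosen at that stage were no filter on low values, a filter at 2 above the lowest value, equal medians of the tested genes, log2 of normalized counts plus 1, the replicate block or its omission, each library left out in turn, the later set without the libraries whose time labels conflict, and the Th17 comparison without the CD4-Cre pair. Added after the data were seen were limma voom on the recovered reads, the later set without the libraries of the lowest number, which are Dig only, the Th17 comparison with the experiment in place of the pair as a block, and Batf and Irf4 with the places in place of adjacent numbers as a block. The procedure was tested on simulated data with known changes. For the design of the Irf4 comparison it recovered 97 of 100 genes changed 2-fold and 100 of 100 changed 4-fold over 12363 genes. The Rora Rorc design recovered 90 of 100 at 2-fold over 13440 genes, the C16 design 96 of 100 over 13070 genes, the siRorc design in IMDM 100 of 100 over 12668 genes and the Dig design 96 of 100 over 14195 genes. Simulated genes varied independently with the spread typical of their mean, and genes with low counts were not changed. These shares do not measure recovery for real genes whose spread is larger or shared between libraries. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for inversion, single-library values and plots.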

Results

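Gene expression was measured by RNA sequencing in 99 libraries of mouse CD4 T cells, which the labels place in 53 groups. Most were Th17 cells, the helper T cells that make interleukin 17 under the nuclear receptor RORγt (encoded by Rorc), or Th0 cells, which were activated alongside without the Th17 polarizing cytokines. The groups carry deletions of Batf, Irf4, Rora, Rorc or Nrf2, short interfering RNAs (siRNAs), or compounds, and a later set holds Th17N and Th17P cells after 48 or 96 h of polarization. Recovered reads per library ran from 5.35 M to 56.9 M (M for mega) with a median of 22.6 M, and a median of 15230 genes had reads. The 4 libraries taken at 16 h were the shallowest, with 5.35 M to 7.04 M. Values are on a log2 scale that flattens toward 3.04, the value of 0 reads, so that a difference understates the change of a gene with few reads. A gene was called where its limma adjusted p was under 0.1 and its difference exceeded 1.5-fold. For most groups no label says that the libraries came from separate animals, so p-values measure the spread between libraries, which may be technical. Errors of differences are standard errors, errors of levels are SDs, and list tests are from camera.

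The first comparison asked which genes separate Th17 from Th0 cells after 48 h, in 5 wild-type pairs from 4 experiments, 2 of them from the Rora Rorc experiment. The cytokines that define the lineage rose most: Il17a stood at 13.02 ± 0.72 in Th17 against 6.34 ± 1.90 in Th0 cells (SD, n = 5 each), a difference of 6.68 ± 0.45 or 103-fold on the flattened scale (limma adjusted p = 3.1e-08). Il17f rose by 6.58 ± 0.38, Il21, a cytokine that Th17 cells make and respond to, by 6.08 ± 0.33, and Il23r, the receptor for interleukin 23, by 5.29 ± 0.24. Among transcription factors, Maf rose by 5.32 ± 0.26, the ligand-activated receptor Ahr by 2.72 ± 0.12 and Rorc by 2.24 ± 0.12 (11.24 ± 0.12 against 9.0 ± 0.35, 4.72-fold, limma adjusted p = 2.4e-09). Tbx21, the Th1 master regulator, was also higher by 3.02 ± 0.14, while Gata3, its Th2 counterpart, fell by 3.26 ± 0.15 (limma adjusted p = 4.7e-10). Also lower were the Th2 cytokine Il13 at −3.48 ± 0.26, the T-box factor Eomes at −3.18 ± 0.16 and the death ligand Fasl at −3.90 ± 0.13. The opioid precursor Penk and the secreted protein Wisp1 were among the largest falls, at −4.85 ± 0.26 and −4.55 ± 0.12. The plot of Th0 and Th17 levels by pair shows 6 of these genes.

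**Figure D1:**
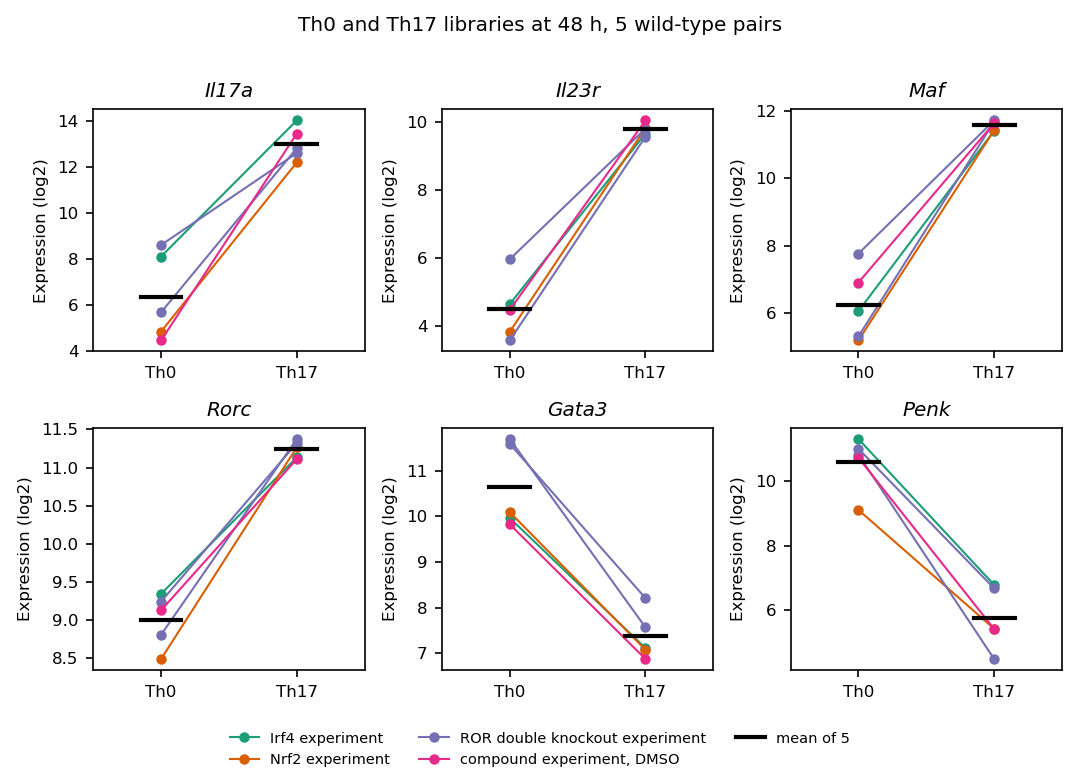
Deposited log2 values of 6 genes in the 5 wild-type pairs of Th0 and Th17 libraries at 48 h, with 1 line per pair and a black bar for the mean of each condition. Il17a, Il23r, Maf and Rorc are higher and Gata3 and Penk lower in Th17 than in Th0 cells in these 5 pairs.

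Of the 12 Th17 cytokines and receptors fixed as a list, 10 rose (10 adjusted over the list alone; median difference 4.09; camera adjusted p = 4.5e-10; adjusted p = 0.10 with an estimated correlation). Of 16 Th17 transcription factors 13 rose (13 adjusted over the list alone; camera adjusted p = 5.5e-11, and adjusted p = 0.086 with an estimated correlation). Of 7 non-pathogenic Th17 genes 6 rose (6 adjusted over the list alone; camera adjusted p = 1.2e-07, and adjusted p = 0.087 with an estimated correlation). Among them were Il10 at 4.0 ± 0.20, Ikzf3 at 2.70 ± 0.14 and Il9 at 3.63. Of 12 STAT5 and interleukin 2 response genes 11 rose, with the feedback inhibitor Socs3 at 3.51 ± 0.18, Lif at 3.40 ± 0.10 and Lta at 2.42 (11 adjusted over the list alone; camera adjusted p = 4.5e-10; adjusted p = 0.16 with an estimated correlation). Metabolic groups moved as well: 12 of 24 glycolysis and hypoxia genes rose (12 adjusted over the list alone; camera adjusted p = 1.2e-07; adjusted p = 0.51 with an estimated correlation). These included the oxygen sensor Egln3 at 4.08 ± 0.22, Ndrg1 at 1.67 ± 0.21, Bnip3 at 1.36 and Vegfa at 1.21. Of 18 targets of the amino acid stress factor ATF4, 10 rose, with Nupr1 at 2.10 and Trib3 at 1.55 ± 0.11 (10 adjusted over the list alone; camera adjusted p = 1.8e-09; adjusted p = 0.16 with an estimated correlation). In contrast, 9 of 14 p53 targets fell, led by Phlda3 at −1.84 ± 0.12, Eda2r at −1.77 and the pro-apoptotic Bbc3 at −1.40 (9 adjusted over the list alone; camera adjusted p = 2.9e-06, and adjusted p = 0.087 with an estimated correlation). Of 22 cholesterol synthesis enzymes 7 fell, including Cyp51 at −0.94 ± 0.08 and Dhcr7 at −0.93 ± 0.07 (7 adjusted over the list alone; camera adjusted p = 1.8e-07; adjusted p = 0.38 with an estimated correlation). In all, 1178 genes rose and 1144 fell among 12945 tested, with the pair as a block. The calls of the named genes held without each pair in turn. CD8 T and NK cell markers, which another cell type could bring, had 2 of 3 tested members higher.

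To ask what the ROR receptors control, 2 double knockout libraries labelled Rora−/− Rorc−/− were set against 2 wild-type libraries in each of Th17 and Th0 cells at 48 h. The titles of these libraries say BM transfer. The targeted genes were not uniformly lower: in Th17 cells Rorc stood at 11.21 ± 0.42 in libraries labelled double knockout against 11.35 ± 0.04 (SD, n = 2 each; difference −0.13 ± 0.29, limma adjusted p = 0.93) and Rora was higher, by 1.29 ± 0.24 (limma adjusted p = 0.035). In Th0 cells Rorc fell by 2.09 ± 0.29 and Rora rose by 2.02 ± 0.24 (limma adjusted p = 0.051 and 0.032). The gene totals include reads from exons outside any deleted part and so do not check these alleles. In GRCm38, Rorc spans positions 94372794 to 94398276 on the plus strand of chromosome 3, and Rora positions 68653786 to 69388246 on the plus strand of chromosome 9.

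The Th17 effector genes were lower in the Th17 libraries labelled double knockout: Il17a fell by 7.34 ± 0.85, 162-fold on the flattened scale (5.37 ± 0.68 against 12.71 ± 0.15, limma adjusted p = 0.0031). Il23r fell by 4.77 ± 0.64, Il17f by 4.35 ± 1.01, the interleukin 1 receptor Il1r1 by 3.36 ± 0.38, and Il22, at 3.04 in both knockout libraries, by 2.62 ± 0.33 (5.66 in wild type). Fes, a tyrosine kinase, fell by 3.15 ± 0.25, the vitamin D receptor Vdr by 1.56, Csf2 (GM-CSF) by 1.40 ± 0.20, and the clock activators Arntl and Npas2 by 2.12 ± 0.20 and 1.30. Higher were Il4 by 2.23 ± 0.24 and Gata3 by 1.37 ± 0.20 (9.26 ± 0.16 against 7.89 ± 0.45), Tbx21 by 1.18 ± 0.28, Ikzf2 (Helios) by 1.51, the chemokine receptor Ccr8 by 1.26 ± 0.15, Nkg7 by 1.80 and the SLAM family receptor Slamf6 by 1.79 ± 0.23. Of the 12 Th17 cytokines and receptors 7 fell and 1 rose (8 and 2 adjusted over the list alone; camera adjusted p = 6.8e-07; adjusted p = 0.45 with an estimated correlation). Of 13 Th2 genes 4 rose (6 adjusted over the list alone; camera adjusted p = 4e-06; adjusted p = 0.34 with an estimated correlation). Of 15 Th1 genes 3 rose and 1 fell (5 and 3 adjusted over the list alone), and the list did not pass (camera adjusted p = 0.17). Of 13 Treg genes 2 rose (6 rose and 1 fell adjusted over the list alone; camera adjusted p = 0.0014; adjusted p = 0.25 with an estimated correlation). In all 121 genes rose and 166 fell of 13671 tested. With 2 libraries per arm the count moved with single libraries: it was 1277 without double knockout library 16, 69 without wild-type library 16 and 67 without wild-type library 17. The calls of Csf2, Ikzf2, Il17f, Nkg7, Npas2, Rora and Tbx21 were lost without at least 1 library.

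In Th0 cells 3 genes rose and 10 fell (voom on the recovered reads gave 2 and 4, and equal medians 5 and 10). Besides Rora, Lrrk2 rose by 1.24 and Timd2 by 1.11. The falls were Wdfy4 by 4.49 ± 0.32, the cardiac myosins Myh7 and Myh6 by 3.92 ± 0.45 and 2.23, Ccnb1ip1 by 3.47 ± 0.28, Phyhip by 2.24, Capza1 by 1.84 and Lysmd2 by 1.61, the receptor activity protein Ramp1 by 1.42 and the gene 2810417H13Rik by 0.86, with Rorc. Wdfy4, Ccnb1ip1, Myh6, Myh7 and Phyhip all lie on chromosome 14, and Lysmd2 and 2810417H13Rik lie on chromosome 9 with Rora. The 2 cardiac myosins are near-identical neighbours whose reads can be shared. Il17a stood lower by 2.68 ± 0.85 and Il17f by 3.20 ± 1.01 in Th0 cells, neither called (limma adjusted p = 1 and 0.99). None of the Th17 cytokines and receptors was called in Th0 cells, 5 fell adjusted over the list alone, and the list as a whole was lower (median −1.01; camera adjusted p = 7.9e-07; adjusted p = 0.46 with an estimated correlation). The 2 Th0 wild-type libraries differed here: Il17a was 8.61 and Il23r 5.95 in library 17, against 5.68 and 3.56 in library 16. Il17a and Il17f had 523 and 1596 reads in wild-type and 1 and 4 in double knockout library 17. They had 67 and 214 in wild-type and 25 and 90 in double knockout library 16, the latter being less deep. These genes thus fell mainly between the libraries numbered 17, and an effect of the receptors on the list in Th0 cells was not established. Whether wild-type library 17 held a share of Th17 cells or reads was not tested. The Th0 count of 13 was 2 without Th0 double knockout library 17 or Th0 wild-type library 16, 3 without Th0 wild-type library 17, 4 and 5 without Th17 wild-type library 16 or 17, and 24 and 31 without Th17 double knockout library 16 or 17. Of the named genes only Wdfy4 and Ccnb1ip1 kept their call without each library in turn. A test of the difference between the Th17 and Th0 effects called 12 genes, and Il17a was not among them (−4.66 ± 1.21, limma adjusted p = 0.39). That count was 196 and 22 without Th17 double knockout library 16 or 17, and 0 without either Th0 double knockout library, Th0 wild-type library 16 or either Th17 wild-type library.

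Compounds coded C16 and N2, which the titles call RORγ inhibitors, were compared with the solvent DMSO in Th17 cells of 3 genotypes (libraries labelled wild type, Rora knockout and Rorc knockout, 1 each per compound). The libraries labelled wild type and Rora knockout carry the number 15 and the words BM transfer in their titles. Those labelled Rorc knockout carry the number 14 without these words. Rorc stood at 10.90 under DMSO, 10.87 under C16 and 10.72 under N2 in the libraries labelled Rorc knockout, and at 11.11, 11.34 and 11.24 in wild type. The gene total includes exons outside any deleted part and so does not check this allele. Under C16 Il17a fell by 3.94 ± 0.65 (7.65 ± 0.84 against 11.59 ± 2.78, SD, n = 3 each, limma adjusted p = 0.076) and Il1r1 by 1.63 ± 0.23. The fits for C16 and N2 took 1 common effect over the 3 genotypes, so these errors include differences between genotypes. The fall of Il17a in each genotype is given further below and was smallest in the libraries labelled Rorc knockout. The interferon-induced Isg15 fell by 0.93 ± 0.17, and Aldh1l2 and Gpt2, enzymes of the folate and alanine pathways, by 0.72 ± 0.11 and 0.63. The p53 target Eda2r rose by 1.65 ± 0.29, L-selectin (Sell) by 0.90, and the protease inhibitors Serpinb9 and Serpinb6b by 0.82 and 0.59. These, with a fall of the actin-binding Avil by 1.46, are the 10 genes called (4 rose, 6 fell; 23 by voom). Without 1 of the genotypes the calls of Avil, Eda2r, Gpt2, Isg15 and Serpinb6b were lost. Rorc itself was 0.14 ± 0.09 higher and not called. Of 11 tested Th17 cytokines and receptors 2 fell (7 adjusted over the list alone; camera adjusted p = 1.2e-11, and adjusted p = 0.098 with an estimated correlation), with Il23r at −2.24 ± 0.46 and Il17f at −2.02 ± 0.42, both uncalled (limma adjusted p = 0.14). None of the 18 ATF4 targets was called, but 17 of 18 stood lower and the list was lower as a whole (median −0.24; camera adjusted p = 7e-19, and adjusted p = 0.043 with an estimated correlation). The 22 cholesterol synthesis genes were likewise higher as a list with none called (median 0.22; camera adjusted p = 5e-13, and adjusted p = 0.098 with an estimated correlation).

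**Figure D2:**
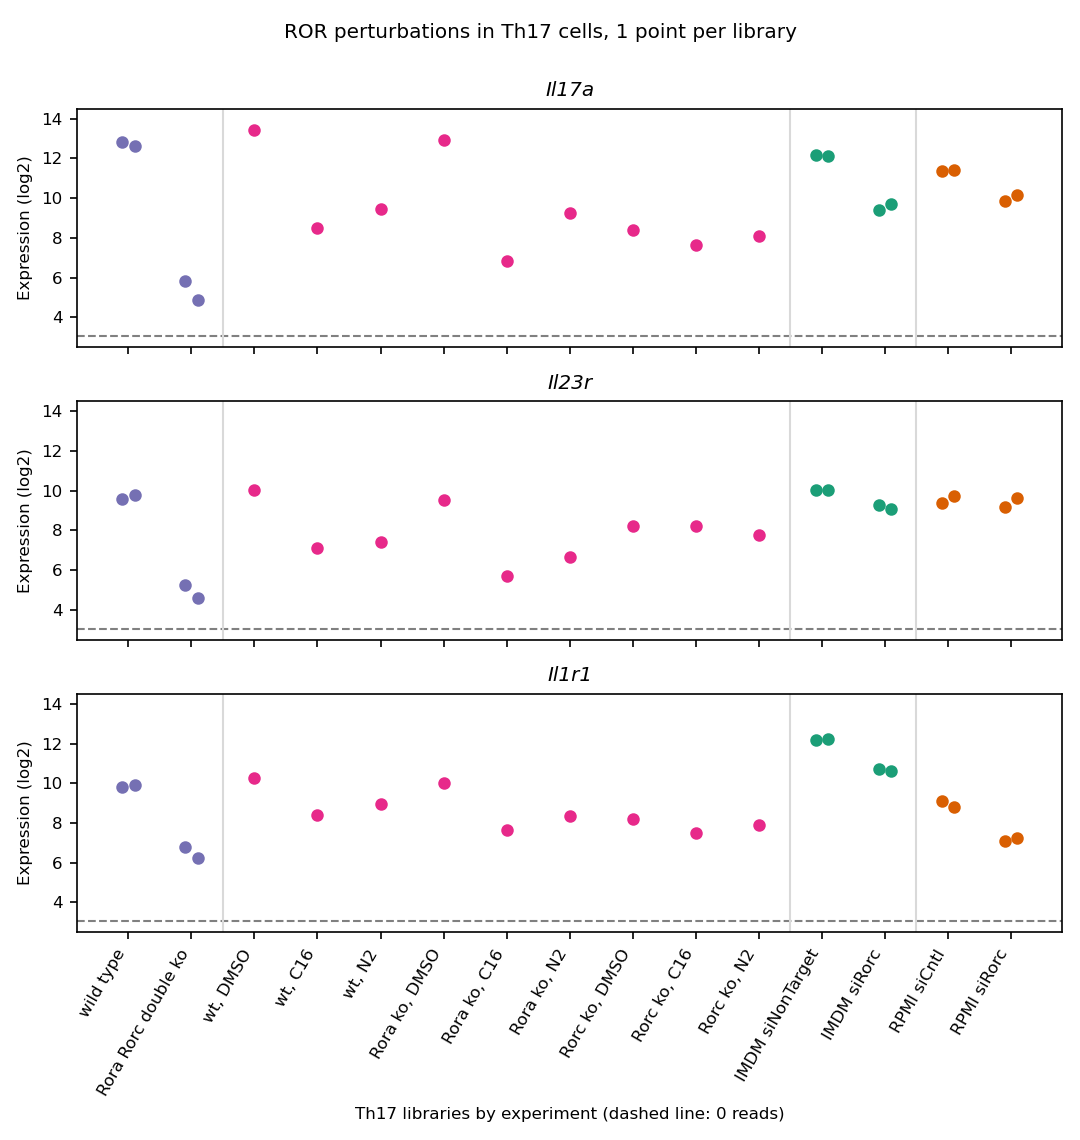
Deposited log2 values of Il17a, Il23r and Il1r1 in each library of the ROR experiments: Th17 wild type and double knockout, compounds by genotype, and siRNAs in IMDM and RPMI medium. Each point is 1 library and the dashed line marks 0 reads. Il17a lies between 4.89 and 5.85 in the double knockout libraries and between 7.62 and 8.39 in the 3 Th17 libraries labelled Rorc knockout.

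Under N2, limma called 0 genes (706 at an unadjusted p under 0.05, and 9 by voom). Il17a was 2.65 ± 0.65 lower (limma adjusted p = 0.38), Il23r 1.98 and Il17f 1.54 lower, and the Th17 cytokine list was lower with 0 members called (7 adjusted over the list alone; median −0.88; camera adjusted p = 1e-08; adjusted p = 0.29 with an estimated correlation). C16 and N2 were not told apart at single genes: limma called 0 genes between them (624 at an unadjusted p under 0.05, 0 by voom), and Il17a was 1.29 lower under C16 with a 95% interval from −3.10 to 0.53. The 2 compounds did differ at lists: the ATF4 targets were lower under C16 than under N2 with 0 called (median −0.26; camera adjusted p = 1.8e-14, and adjusted p = 0.074 with an estimated correlation). Of the cholesterol synthesis genes 22 of 22 stood higher with 0 called (median 0.20; camera adjusted p = 1.8e-14; adjusted p = 0.18 with an estimated correlation). In Th0 cells, where N2 was not used, limma called 0 genes for C16 (344 at an unadjusted p under 0.05, 0 by voom). These counts moved with the genotypes left out. Without the libraries labelled Rorc knockout, in which Il17a was already 8.39 under DMSO, C16 called 100 genes and N2 called 54. C16 against N2 gave 8 genes without the Rora knockout and 35 without the wild type. C16 in Th0 cells gave 47 genes without the Rora knockout, 42 without the Rorc knockout and 1 without the wild type.

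In the same libraries the Th17 cells labelled Rora knockout were compared with wild type over the 3 treatments. All libraries of both genotypes carry the number 15, so the p-values measure the spread over treatments and not between separate sources. Rora was higher in the libraries labelled knockout, 13.76 ± 0.24 against 12.63 ± 0.10 (SD, n = 3 each; difference 1.14 ± 0.10, limma adjusted p = 5.7e-05), and the gene total again includes exons outside any deleted part. The carbonic anhydrase Car12 rose by 1.48 ± 0.11 and Ttc39c by 0.60, while Nt5e (CD73) fell by 0.86, Cdh17 by 1.18, Eps8l1 by 1.02, Papss1 by 0.71 ± 0.11, Fam63b by 0.67 ± 0.10 and 2810417H13Rik by 0.95. Xist, expressed from the inactive X chromosome of females, was 10.34 ± 0.18 lower in the libraries labelled knockout and the Y-linked Uty 0.62 higher, so that the animals behind the genotypes differed in sex make-up. Il17a was not called (−0.80 ± 0.65, limma adjusted p = 0.99). Of the 11 called genes 4 rose, and the count was 121 without the C16 libraries and 3 without the N2 libraries. Car12, Rora and Xist kept their calls without each treatment in turn.

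Short interfering RNAs were tested in Th17 cells in 2 media, IMDM at 24 h and RPMI at 48 h, with 2 libraries per siRNA. In IMDM Rorc was 0.37 ± 0.08 lower in libraries labelled siRorc (11.43 ± 0.07 against 11.81 ± 0.02, limma adjusted p = 0.15) and was not called. Il22 fell by 2.69 ± 0.15, Il17a by 2.61 ± 0.10 (9.55 ± 0.23 against 12.16 ± 0.06, limma adjusted p = 2.4e-05), Il1r1 by 1.54 ± 0.06, Il23r by 0.88 ± 0.12 and Il17f by 0.75 ± 0.06. Timd2, a receptor for ferritin, fell by 1.73 ± 0.08, Igfbp7 by 1.73 and the gap junction gene Gja5 by 1.73. Higher were the natriuretic peptide clearance receptor Npr3 by 1.52 ± 0.08, the tryptophan oxygenase Tdo2 by 1.31, the interleukin 12 receptor chain Il12rb2 by 1.25 ± 0.21, Tbx21 by 0.61 ± 0.11, Slamf6 by 0.70, Socs3 by 0.72 and Dusp6, an ERK phosphatase, by 0.97. Of the 12 Th17 cytokines and receptors 7 fell (8 adjusted over the list alone; camera adjusted p = 4.8e-15, and adjusted p = 0.087 with an estimated correlation). In all 27 genes rose and 39 fell. The count of 66 was 110 by voom, 28 with no filter, 12 and 4 without siNonTarget library 1 or 2, and 110 without siRorc library 1. Of the named genes only Il17a, Il1r1, Npr3 and Timd2 kept their call without each library in turn. The library siNonTarget 1 had 19877 genes with reads, the most of any library.

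In RPMI Rorc stood at −0.04 ± 0.08 from control in libraries labelled siRorc. Il1r1 fell by 1.77 ± 0.15 (limma adjusted p = 0.006), Il17a by 1.39 ± 0.15 (10.01 ± 0.20 against 11.40 ± 0.02) and Timd2 by 1.20 ± 0.16, and the protease inhibitor Timp1 rose by 0.70 ± 0.08. The Th17 cytokine list was lower with 2 of 12 members fallen (2 adjusted over the list alone; camera adjusted p = 4.6e-10, and adjusted p = 0.084 with an estimated correlation). The 4 genes called (1 rose, 3 fell) were 7 by voom (3 and 4), 41 without siCntl library 2, 0 without siRorc library 1, 1 without siCntl library 1, siRorc library 2 or siJmjd3 library 2, and 2 without any 1 of the siEtv6 or siJmjd6 libraries, which share the estimate of the spread.

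The other siRNAs gave few calls. For Jmjd3, the histone H3K27 demethylase encoded by Kdm6b, Kdm6b was 0.13 ± 0.09 lower in IMDM and 0.30 ± 0.09 lower in RPMI, neither called. In IMDM Il17a fell by 0.96 ± 0.10 (11.19 against 12.16, limma adjusted p = 0.051) and the secreted Crispld2 by 1.02 ± 0.11, the 2 genes called; the count was 0 with no filter, and 0 without siJmjd3 library 1 or either siNonTarget library and 8 without siJmjd3 library 2. The call of Il17a was lost without any 1 of these 4 libraries. In RPMI Il17a stood 0.18 ± 0.15 higher and limma called 0 genes for siJmjd3 (2727 at an unadjusted p under 0.05, 0 by voom), but 2207 without siJmjd3 library 2 and 534 without siCntl library 2. The 2207 rest on siJmjd3 library 1 alone, which stood apart: 18872 genes had reads at 11.6 M reads, 4472 of them 1 to 3 reads, and its median value was 4.69 against 4.26 to 4.35 in the other libraries of the set. Etv6, an ETS family repressor, was 0.02 ± 0.08 higher in libraries labelled siEtv6, and Jmjd6, a lysyl hydroxylase, 0.15 ± 0.10 lower in those labelled siJmjd6. Limma called 0 genes for either (185 and 113 at an unadjusted p under 0.05, 0 by voom for both), siEtv6 giving 1 without siCntl library 1 and 5 without siCntl library 2. The ATF4 targets were higher as a list with 0 called in each (camera adjusted p = 1e-06 and 4.7e-12; adjusted p = 0.71 and 0.44 with an estimated correlation). Between siEtv6 and siFosl2 at 24 h limma called 0 genes (625 at an unadjusted p under 0.05, 0 by voom), but 22 without the siEtv6 library 110930. Etv6 was 0.49 ± 0.15 lower and Fosl2, an AP-1 subunit, 0.00 ± 0.22 from its level in the other arm.

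The double knockout, C16, siRorc and late Dig comparisons share no libraries with each other, and fallen genes overlapped between them. Over all genes tested in both, which are not independent replicates, the differences correlated at r from 0.233 to 0.381 in 8 of the 10 pairs of these 5 comparisons. In the other 2 r was near 0, −0.00127 for siRorc in RPMI against the double knockout and 0.00177 against Dig. The Th17 double knockout and siRorc in IMDM had 24 fallen genes in common where independent lists would share 0.476, and 7 risen genes where they would share 0.234. The double knockout and Dig had 27 fallen genes in common (0.580 by chance), 10 risen genes (0.573) and 3 that moved in opposite directions. Without the 2 lowest-numbered Dig libraries these were 41 (1.11 by chance), 16 (1.04) and 5. Il17a and Il1r1 fell in each of the double knockout, C16, both siRorc sets and the late Dig comparison below. Il17f, Il22, Il23r, the interleukin 17 receptor chain Il17re, Fes, Igfbp7, Vax2 and 2310007L24Rik fell in the double knockout, siRorc in IMDM and Dig, and Slamf6 rose in those 3.

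Batf and Irf4, the AP-1 and interferon regulatory factors that bind DNA together in T cells, were studied in 6 knockout and 6 wild-type libraries each, titled only as CD4 T cells at 48 h. Batf stood at 3.91 ± 0.31 in Batf knockout and 9.12 ± 0.78 in wild-type libraries (SD, n = 6 each), a fall of 5.21 ± 0.32 (37.0-fold on the flattened scale, limma adjusted p = 1.5e-05). Batf had 1 to 10 reads in the knockout and 295 to 2310 in the wild-type libraries, so this fold understates the fall. Cd5l, a regulator of lipid synthesis in T cells, fell by 2.61 ± 0.31, the membrane scaffold Mpp2 by 2.25 ± 0.20, the ETS factor Erg by 1.45 ± 0.26, the repressor Hic1 by 1.10 ± 0.18, the catenin Ctnnd1 by 1.05 ± 0.17 and Bhlhe40, a factor that supports cytokine production, by 0.81 ± 0.16. Higher were the NK receptor ligand Clec2i by 1.14 ± 0.16, the DNA sensor family member Pyhin1 by 1.03 ± 0.18, Ak7 by 0.92, Slc38a6 by 0.76 and Stag3 by 0.63. In all 5 genes rose and 20 fell. Of 16 Th17 transcription factors 2 fell (2 adjusted over the list alone, 5 with the replicate block; median −0.46; camera adjusted p = 5.2e-05, and adjusted p = 0.015 with an estimated correlation). The Th2 genes were lower as a list with 0 of 8 called (0 adjusted over the list alone, 5 fell with the replicate block; camera adjusted p = 0.0087; adjusted p = 0.52 with an estimated correlation). The filter asked for 6 of the 12 libraries, which can leave out genes expressed at only some places of the number series. Il4 had 463 and 368 reads in wild-type libraries 3 and 4 and 58 and 28 in knockout libraries 3 and 4. The other Batf libraries had 9 reads of Il4 or fewer. The ATF4 targets were higher as a list, 16 of 18 standing higher with 0 called (1 adjusted over the list alone; camera adjusted p = 6.9e-06; adjusted p = 0.16 with an estimated correlation).

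In Irf4 knockout libraries Irf4 was 9.32 ± 0.67 against 14.20 ± 0.40 in wild type (SD, n = 6 each), a fall of 4.88 ± 0.29 (29.4-fold, limma adjusted p = 1.3e-05). Stra6, the vitamin A importer, fell by 5.74 ± 0.71, the chemokine receptor Ccr6 by 4.01 ± 1.08, the nitric oxide synthase Nos2 by 3.37 ± 0.70, Cd5l by 3.32 ± 0.27, Ccl4 by 3.03 ± 0.57 and the inhibitory receptor Lag3 by 2.44 ± 0.45. Sh2d1a (SAP) fell by 1.91 ± 0.22, Rorc by 1.62 ± 0.42 (6.58 ± 0.51 against 8.20 ± 0.99), Il1r1 by 1.04 ± 0.16 and Bhlhe40 by 1.00 ± 0.27. Higher were Srgap3, a Rho family regulator, by 4.19 ± 0.30, Lrrn3 by 3.92 ± 0.79, the death ligand Tnfsf10 (TRAIL) by 2.90 ± 0.46, Ikzf2 by 2.77 ± 0.77, Cd160 by 2.31 ± 0.18, Sell by 1.70, the semaphorin receptor Nrp1 by 1.62 ± 0.49 and Tox by 1.08 ± 0.14. Of 14 p53 targets 5 fell, with Cdkn1a (p21) at −1.66 ± 0.13, Phlda3 at −1.50 ± 0.34 and Ccng1 at −1.38 ± 0.23 (5 adjusted over the list alone; camera adjusted p = 0.0026; adjusted p = 0.56 with an estimated correlation). Of 23 interferon response genes 5 rose, with the RNA sensor Ddx58 at 1.30 ± 0.09, Oasl2 at 1.70 ± 0.44 and Oas1a at 1.39 (6 rose and 1 fell adjusted over the list alone, 8 rose with the replicate block; camera adjusted p = 0.0067; adjusted p = 0.83 with an estimated correlation). In all 274 genes rose and 245 fell, while voom split the calls as 226 and 350.

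The wild-type and knockout libraries with neighbouring numbers deviated together, and within each group they differed in T helper genes: Foxp3, the Treg factor, was 12.7 to 14.6 in the fifth and sixth libraries of the 4 groups. With adjacent numbers as a replicate block the Batf count of 25 became 320 (121 rose, 199 fell) and the Irf4 count of 519 became 1021 (582 rose, 439 fell). With places 1 and 2, 3 and 4, and 5 and 6 as the block instead they were 342 and 1181. The plot by place in the number series shows this for Tbx21, Gata3 and Foxp3. A test of the difference between the knockouts called 187 genes, of which 76 had a higher difference after Batf than after Irf4 loss and 111 a lower one (825 with the replicate block, 1074 with the places; voom split the calls as 114 and 69). Srgap3 differed by −4.45 ± 0.51, Cd160 by −1.94 ± 0.26, Tox by −1.02 ± 0.17 and Ddx58 by −1.82 ± 0.25, while Stra6 differed by 4.48 ± 0.99, Nos2 by 4.48 ± 0.96, the BAFF receptor Tnfrsf13c by 3.36 ± 0.60 and Cdkn1a by 1.38 ± 0.21. The 2 experiments differed in sex: Xist was 3.71 to 4.98 in the 12 Batf libraries and 15.01 to 15.69 in the 12 Irf4 libraries. Each knockout was set against wild type of its own experiment, so a difference in level between sexes cancels. The difference between the knockout effects cannot be told apart from a dependence of these effects on sex. Genes called in both knockouts in the same direction were Bhlhe40, Cd5l, Ctnnd1, Mpp2 and Ttc39c, which fell, where independent lists would share 0.360, and Clec2i and Pyhin1, which rose. With the block 71 genes fell in both (6.92 by chance), including Rorc, Ctla4, Il2 and Il1r1, and 37 rose in both (4.96 by chance), including Klf2, Nkg7 and Pten, while 20 moved in opposite directions.

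**Figure D3:**
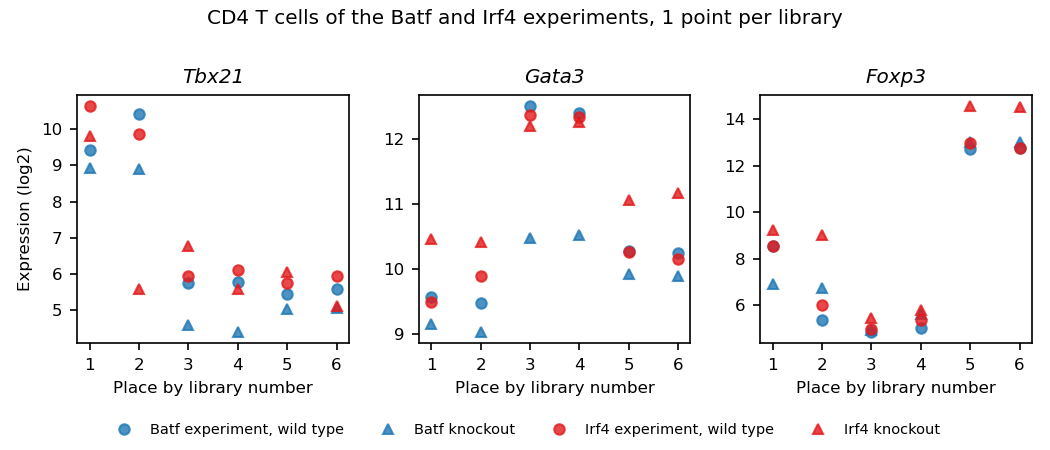
Deposited log2 values of Tbx21, Gata3 and Foxp3 in the Batf and Irf4 wild-type and knockout libraries, ordered by library number from place 1 to 6 within each group. Each point is 1 library. Foxp3 is high, from 12.7 to 14.6, at places 5 and 6 in the 4 groups.

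Irf4 was also deleted in T cells by CD4-Cre, with 1 library per condition and so no replicate check. In Th17 cells Irf4 was 12.17 in the deleted and 14.15 in the control library. Il17a was 9.12 against 14.03, Il17f 11.85 against 15.40, Il23r 6.59 against 9.66, the checkpoint receptor Ctla4 11.17 against 14.87 and Lif 11.21 against 14.25. The Treg factor Foxp3 was 9.43 against 4.59 and Nrp1 12.39 against 7.77. Of 24 glycolysis and hypoxia genes 12 were lower by over 1, such as Ndrg1 at 8.19 against 12.99 and the glucose transporter Slc2a3 at 9.64 against 12.29, and the list median of −0.99 was below those of the 10000 matched random lists (percentile 0). In Th0 cells Irf4 was 10.97 against 13.58, the growth factor Il3 4.67 against 10.72, Ctla4 9.10 against 12.99 and Nkg7 11.12 against 6.49.

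Cells labelled Rorc knockout at 16 h were likewise single libraries, and the Rorc total does not check the allele, as above. In Th0 cells Rorc was 6.64 in the library labelled knockout and 10.83 in the wild-type library. Of 10 Th17 cytokines and receptors compared there, 6 were lower by over 1 and 1 higher (median −1.77, percentile 0 of matched random lists), and of 16 Th17 transcription factors 7 were lower by over 1 (median −0.87, percentile 0). Maf was 7.86 against 11.98, Il17f 6.60 against 10.94, Il21 8.81 against 12.27 and Rora 8.10 against 11.14. Il17a and Il23r had few reads even in the wild type, at 3.04 against 5.25 each, and Il22 had none in either library. All of these falls rest on that 1 wild-type library. In reads it lay between the Th0 knockout and the Th17 wild-type library at Batf (310, 602 and 1755), Etv6 (709, 1001 and 2329) and Gata3 (240, 144 and 30). At Il2 and Ccr7 it did not. Whether the Th0 wild-type library held a share of Th17 cells or reads was not tested. In Th17 cells Rorc was 11.31 against 12.20, Il17a 6.03 against 6.79 and Il17f 11.46 against 12.25. Cell cycle genes were higher in the libraries labelled knockout in both conditions, with list medians of 0.81 in Th0 and 0.68 in Th17 cells (percentile 100 of matched random lists in each). The proliferation marker Mki67 was 11.48 against 9.29 in Th0 and 10.61 against 8.31 in Th17 cells, and the mitotic kinase Aurkb 9.07 against 7.11 and 8.02 against 6.08.

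Nrf2, the oxidative stress factor encoded by Nfe2l2, was studied in 2 libraries labelled Nrf2 knockout each of Th0 and Th17 cells, against 1 wild-type library of each. Nfe2l2 was 0.58 ± 0.18 lower, in 4 of 4 libraries labelled knockout, and not called (9.33 ± 0.39 against 9.91 ± 0.53, limma adjusted p = 1). Its total, too, includes reads outside any deleted part and does not check the allele. The genes called were falls of Dixdc1, a Wnt pathway protein, by 2.25 ± 0.16, the neuronal RNA-binding Elavl4 by 1.60, the splicing factor Mfap1a by 0.82 and BC002163, whose reads may be shared with related copies, by 1.55. The carboxypeptidase Cpm rose by 0.98 ± 0.08 and the glucose-6-phosphate transporter Slc37a4 by 0.74 ± 0.06. The NRF2 targets were lower as a list with 0 of 21 called (2 fell adjusted over the list alone; camera adjusted p = 0.0047; adjusted p = 0.81 with an estimated correlation). The Th17 cytokines were higher as a list with 0 called (camera adjusted p = 0.0028; adjusted p = 0.81 with an estimated correlation), and Th0 knockout library 1 held Il17a at 10.49 where the other Th0 libraries had 4.53 and 4.85. The count of 6 was 7 without that library, 0 without the Th0 or the Th17 wild-type library and 3 without either Th17 knockout library. The log2 of normalized counts split the calls as 2 and 2.

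The later set compared Th17P cells, grown with interleukins 6, 1β and 23, with Th17N cells, grown with TGF-β and interleukin 6 (9 libraries each). Interferon response genes were higher in Th17P cells: 23 of 27 rose (23 adjusted over the list alone; median 1.42; camera adjusted p = 7.2e-36, and adjusted p = 0.032 with an estimated correlation). Among them, Rtp4 rose by 3.17 ± 0.23, Ifi44 by 3.05 ± 0.22, the antiviral Rsad2 by 2.80 ± 0.18 and Usp18 by 2.71 ± 0.22 (11.09 against 8.39, limma adjusted p = 7.3e-07). Granzyme A (Gzma) rose by 4.27 ± 0.19 (7.90 ± 0.83 against 3.59 ± 0.46), the scavenger receptor Scarf2 by 4.0 ± 0.13, the tryptophan enzyme Ido1 by 3.74, Il6 by 3.0 ± 0.25 and Il33 by 2.98. Il13 rose by 2.90 ± 0.29, Il22 by 2.01 ± 0.33 and Csf2 by 1.22 ± 0.22. Th17N cells had more Maf (9.67 ± 0.69 against 6.84 ± 0.96, a fall of 2.83 ± 0.23 in Th17P), Ahr (a fall of 2.45 ± 0.15), the gut homing receptor Gpr15 (3.76 ± 0.24), Tmem176b (3.41 ± 0.13), the chemokine Ccl20 (2.52) and Sema6d (4.19 ± 0.30). Il10 and Il23r fell by 1.24 ± 0.41 and 0.98 ± 0.23 in Th17P. Of 7 non-pathogenic Th17 genes 5 fell and 2, Il9 and Il1rn, rose (5 and 2 adjusted over the list alone; camera adjusted p = 0.01; adjusted p = 0.18 with an estimated correlation). Il17a and Il17f were not called (1.03 ± 0.82 and −0.28; limma adjusted p = 0.48 for Il17a). In all 490 genes rose and 469 fell of 14393, and of the named calls only that of Il10 was lost without 1 library.

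Cells treated with Dig (10 libraries) were compared with those given Veh (8 libraries), codes that the labels do not spell out. Il17a fell by 4.82 ± 0.82 (9.56 ± 2.44 against 14.25 ± 0.47, limma adjusted p = 0.011), Il17f by 3.03 ± 0.54, Il22 by 2.92 ± 0.33 and Il23r by 1.95 ± 0.23, while Rorc stood 0.11 lower and was not called. Of the 12 Th17 cytokines and receptors 6 fell (7 adjusted over the list alone, 8 with the replicate block; camera adjusted p = 8.2e-09, and adjusted p = 0.069 with an estimated correlation). Arntl and Npas2 fell by 0.62 ± 0.10 and 0.65 and Vdr by 0.80. Of 18 ATF4 targets 2 fell, Nupr1 by 1.13 and Chac1, a glutathione-degrading enzyme, by 0.64 (3 adjusted over the list alone, 5 with the replicate block; camera adjusted p = 8.5e-14, and adjusted p = 0.0086 with an estimated correlation). Higher were 12 of 27 interferon response genes (14 adjusted over the list alone, 16 with the replicate block; camera adjusted p = 1.1e-24, and adjusted p = 0.055 with an estimated correlation). Mx1 rose by 1.11 ± 0.14, Oasl2 by 1.04 ± 0.14 and Usp18 by 1.0, as did the cytotoxic protease Gzmb by 1.18, the chemokine Cxcl10 by 1.14, Penk by 1.14 and Slamf6 by 0.91 ± 0.15. The 21 tested cholesterol genes all stood higher with 0 called (camera adjusted p = 8.4e-08, and adjusted p = 0.057 with an estimated correlation). In all 74 genes rose and 55 fell, and 300 were called with the shared library number as a replicate block. The 2 lowest-numbered Dig libraries, taken at 96 h under a number that no Veh library carries, kept Il17a at 13.66 and 14.10 where the other Dig libraries had 7.55 to 10.20, and without these 2 libraries 142 genes rose and 102 fell (205 in all without the Th17N one alone). Leaving out each of the 18 libraries in turn, the calls of Gzmb and Npas2 were lost 15 times each, that of Penk 13 times and that of Chac1 12 times. Those of Cxcl10 and Usp18 were lost without the Th17N 48 h or the Th17P 96 h Veh library of the higher number, and that of Arntl without the former. The Dig effect did not differ detectably between Th17P and Th17N cells: limma called 0 genes (304 at an unadjusted p under 0.05, 0 by voom), with Il17a at 0.61 ± 1.64, and 3 without the lowest-numbered libraries.

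**Figure D4:**
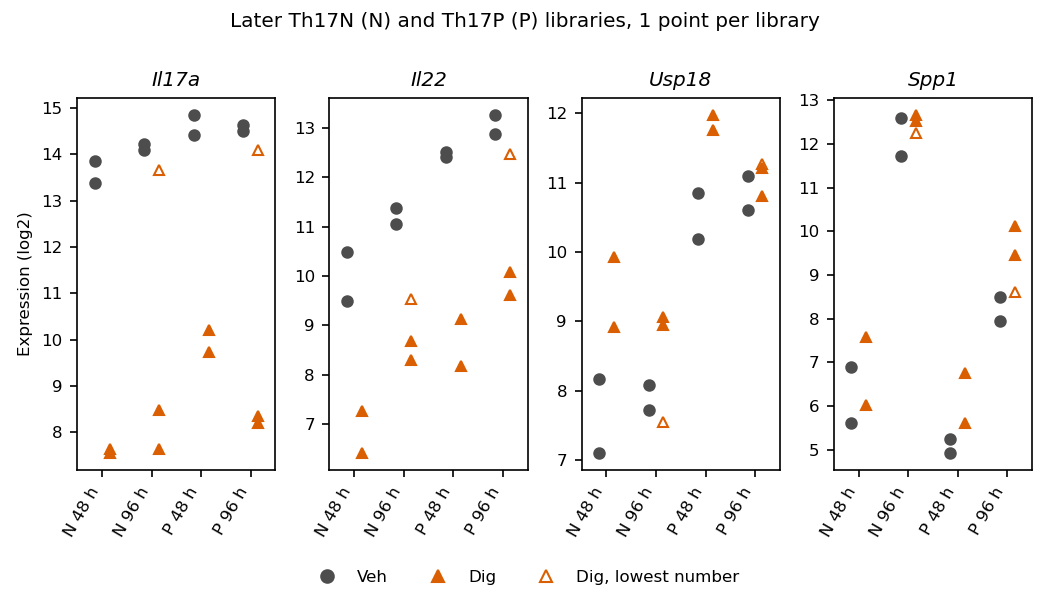
Deposited log2 values of Il17a, Il22, Usp18 and Spp1 in the 18 later libraries by condition and polarization time. Circles are Veh, triangles are Dig, and the 2 lowest-numbered Dig libraries are open. Il17a is 13.66 and 14.10 in those 2 libraries and 7.55 to 10.20 in the other Dig libraries, while Usp18 is higher in Th17P cells and Spp1 at 96 h.

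Libraries after 96 h of polarization (10) were compared with those after 48 h (8). The matrix protein osteopontin (Spp1) rose by 4.49 ± 0.27 (10.64 against 6.08, limma adjusted p = 2.6e-08), Penk by 3.89, the chemokine Ccl22 by 2.88, Csf2 by 2.41 ± 0.22, Ccr6 by 1.84, Il23r by 1.54 ± 0.23 and Il22 by 1.48 ± 0.33, while Il17a was not called (0.76 ± 0.82). Of 23 glycolysis and hypoxia genes 18 rose (18 adjusted over the list alone; camera adjusted p = 4.1e-17; adjusted p = 0.11 with an estimated correlation), with the mitophagy receptor Bnip3 at 2.85 ± 0.12, the lactate exporter Slc16a3 at 1.99 ± 0.12, Pfkl at 1.77 and Egln1 at 1.68. In contrast 13 of 18 ATF4 targets fell and 1 rose, with Aldh1l2 at −3.0 ± 0.16, Chac1 at −2.23 ± 0.17, Trib3 at −1.84 ± 0.12 and Pycr1 at −1.69 (13 and 1 adjusted over the list alone; camera adjusted p = 9.8e-06; adjusted p = 0.11 with an estimated correlation). Ifnb1, interferon β, fell by 3.02 ± 0.19, and 12 of 27 interferon response genes fell and 1 rose, Oasl1 by 2.95 ± 0.14 and Ifit2 by 2.41 (camera adjusted p = 0.047; adjusted p = 0.90 with an estimated correlation). In all 981 genes rose and 1839 fell. With equal medians, which moved the median of all genes by 0.117, these were 1437 and 1270. No library number was used at both times, so time and day cannot be told apart.

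**Figure D5:**
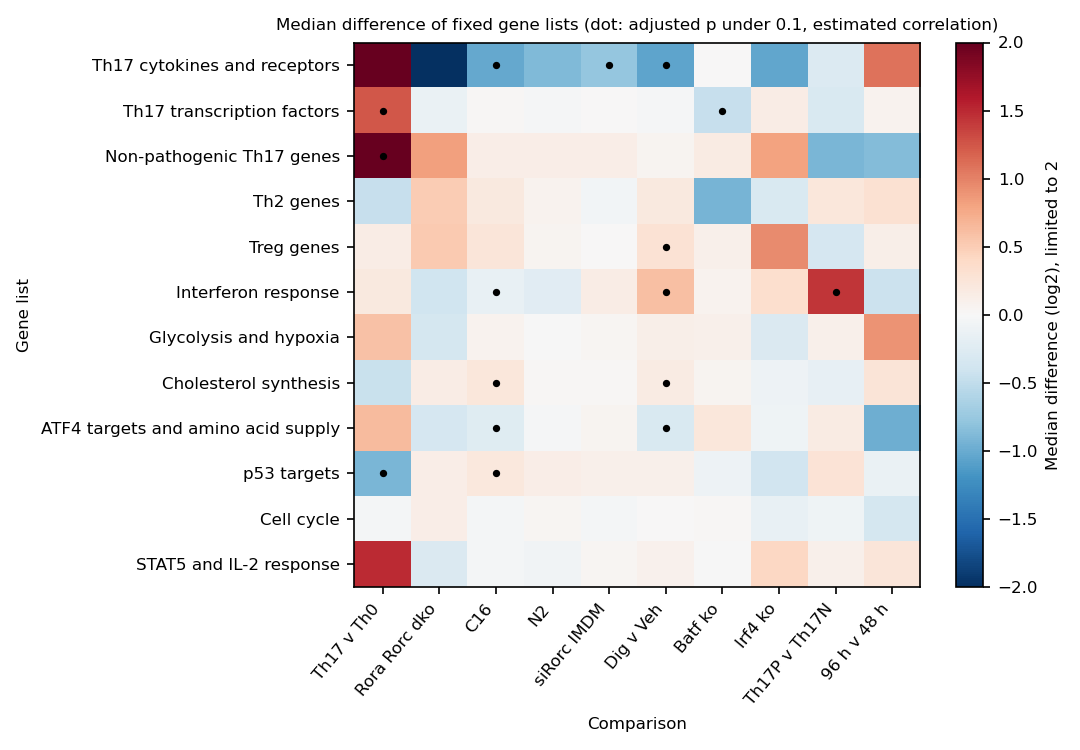
Median log2 difference of the tested members of 12 fixed gene lists (rows) in 10 comparisons (columns), in colour from blue (lower) to red (higher) with the scale limited to 2 in each direction. A dot marks a camera adjusted p under 0.1 with an estimated correlation. The Th17 cytokine row is red for Th17 against Th0 cells, at 4.09, and blue for the ROR perturbations.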

Values the study reported

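The study combined 143 RNA-seq experiments of an earlier publication with 111 further ones, for 254 in total, of which 99 were deposited with it. It described 166 of the 254 samples as Th17 and 53 as Th0. The later Th17 set held 18 samples, harvested at 60 and 108 h after T cell receptor stimulation, and the remaining 81 of the deposited samples were processed as before. Its network models covered 3578 target genes.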

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

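Of the tests in this part, the one of T helper genes within groups was chosen after its result was seen.

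A test of the difference between the double knockout effects in Th17 and Th0 cells called 12 genes. Relative to Th0 cells the effect in Th17 cells was lower for the kinase Fes by −2.34, the protease Furin by −2.49, Timd2 by −2.07, the oxysterol receptor Gpr183 by −1.94, the phosphatase Ptpn5 by −1.89, Mast4 by −1.83, Coro2a by −1.60, the homeobox gene Vax2 by −2.82, Stx11 by −1.22 and 2310007L24Rik by −3.20. It was higher for the connexin Gja1 by 1.68 and for Frmd6 by 1.15. The count was 196 without Th17 double knockout library 16, 22 without Th17 double knockout library 17, and 0 without either Th0 double knockout library, Th0 wild-type library 16 or either Th17 wild-type library.

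In the Irf4 experiment 4 values lay far from the other libraries of their group. Cd160 was 9.05 in Irf4 knockout library 2 against 8.14 to 8.34 in the other 5, a gap of 0.783 of the group's range. Lag3 was 9.03 in knockout library 1 against 7.50 to 7.91 (0.730), Nos2 was 5.03 in the same library against 3.46 to 4.02 (0.645), and Oasl2 was 6.26 in wild-type library 2 against 3.40 to 4.32 (0.680). Chance gives such a gap in about 1 of 20 groups, and 96 sets of a gene and a group were examined.

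Libraries at the same place in the number series resembled each other across the Batf and Irf4 groups. Foxp3 was 12.7 to 14.6 at places 5 and 6, and Gata3 was 12.3 to 12.5 at places 3 and 4 in wild type. At these places Gata3 was 12.19 and 12.26 in Irf4 knockout but 10.48 and 10.53 in Batf knockout libraries. Whether the Batf knockout effect depended on the place was not tested. Tbx21 was 8.9 to 10.6 at places 1 and 2 except in Irf4 knockout library 2, where it was 5.58. The tables argue against sequencing depth, since the median correlation of deviations between libraries at the same place was 0.638 after thinning all libraries to 8.56 M reads and 0.670 before. For an intruding cell type, 12 markers of B, CD8 T, NK, myeloid and erythroid cells spread within groups at percentile 75.2 of matched random lists (mean SD 0.489). Only markers above the filter in at least 6 libraries entered, which leaves out those present in fewer. Other CD4 T cells were not covered, so an intruding cell type is not excluded. Open remains that cultures under different polarizing conditions may share a group label. The 42 Th1, Th2 and Treg genes spread within groups at percentile 100. Their mean SD was 1.28, against 0.361 in the median random list. This percentile was not particular to T helper genes: interferon response genes and ATF4 targets were also at 100. Cholesterol synthesis genes were at 43.3 and cell cycle genes at 0. The labels give no polarizing conditions for these libraries, so no biological explanation in the design was tested.

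Other splits of the 12 Batf libraries gave 25 or more genes in 6 of 100 splits, the real one included, and the highest other split gave 1137, so chance is not excluded for the unblocked count. For Irf4 3 of 100 splits gave 519 or more, with 1100 in the highest other. For the difference of the knockouts 2 of 100 gave 187 or more, with 1374 in the highest other. Both shares were under 0.05, but other splits gave more genes, so chance is not excluded for these unblocked counts either. The 5 Batf splits above the real one put the 4 libraries at places 5 and 6 on 1 side. The Irf4 splits with 846 and 1100 genes did so too, which points to a structure of the samples. The split with 1374 did so among its Batf libraries, and among its Irf4 libraries put wild-type library 6 apart from the other 3 at these places. Among splits that part every pair of adjacent numbers, with the replicate block, the real split ranked first: 320 genes against at most 2 for Batf in 32 splits, 1021 against at most 46 for Irf4 in 32 splits, and 825 against at most 768 for their difference in 100 splits. The other splits exchange knockout and wild type within some pairs.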

How the results depend on the processing

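The voom values, those without the 2 lowest-numbered Dig libraries and those with the experiment or places as a block were chosen after the data were seen; the other alternatives were planned. No called direction of a named gene reversed under any of them. Named calls kept were 219 of 220 with equal medians, 213 of 220 on log2 of normalized counts, 196 of 220 with no filter, 213 of 214 with a stricter filter and 201 of 220 by voom. Without the conflicting time labels 52 of 56 were kept, and without the 2 lowest-numbered Dig libraries 56 of 56. Leaving out 1 library, pair, genotype or treatment ended 69 of 173 named calls, counted by gene and comparison, at least once. This was not run for Batf, Irf4 and their difference, with 6 libraries per arm. The cause of the following changes was not tested, except that leave-outs have fewer samples.

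With the replicate block, Batf gave 320 genes, Irf4 1021, their difference 825 and Dig 300; places as the block gave 342, 1181 and 1074. The block ended no named call, and no other count in a paired set moved by over 1.5 times. The numbers 16 and 17 of the Rora Rorc libraries did not pair them (2 of 6 distinct correlations above 0.1, from −0.21 to 0.28), and as a replicate block gave 360 genes in Th17, 14 in Th0 and 18 for the difference. Without its block Th17 against Th0 gave 2222, and with the experiment as a replicate block, both Rora Rorc pairs in 1, it gave 2322. The block was not run for 96 against 48 h, which share no number. By voom the double knockout in Th0 gave 6, C16 23, N2 9, siRorc 110 in IMDM and 7 in RPMI. With no filter C16 in Th0 gave 11, siRorc in IMDM 28 and siJmjd3 in IMDM 0. Without the 2 lowest-numbered Dig libraries Dig gave 244 and its difference between Th17P and Th17N 3. Of 230 list calls 21 held with an estimated correlation. The median of the inhibitory receptors between Batf and Irf4, −0.37, was 0.14 by voom, and some lists with medians near 0 in the later comparisons changed sign with the scaling.

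Leaving out libraries in turn, counts ran from 67 to 1277 for the double knockout in Th17, 2 to 31 in Th0 and 0 to 196 for the difference; from 0 to 7 for Nrf2; from 8 to 100 for C16, 0 to 54 for N2, 0 to 35 for C16 against N2 and 1 to 47 for C16 in Th0; from 3 to 121 for Rora; from 4 to 110 for siRorc and 0 to 8 for siJmjd3 in IMDM; from 0 to 41 for siRorc, 0 to 2207 for siJmjd3, 0 to 5 for siEtv6 and 0 to 0 for siJmjd6 in RPMI; from 0 to 22 for siEtv6 against siFosl2; from 2265 to 2431 for Th17 against Th0, 921 to 1011 for Th17P against Th17N, 92 to 205 for Dig and 2570 to 3206 for 96 against 48 h. Libraries whose absence moved a count by over 1.5 times are named beside each result above. At 5.35 M to 56.9 M reads depth limits chiefly genes with few reads, whose differences the scale shrinks.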

Other observations

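Of the tests in this part, the exchange with a Veh library, the response to the Nrf2 knockout, the splits by whole library numbers and the values of Dig libraries left out in turn were chosen after the results were seen, and all genes and lists in the next 3 paragraphs were chosen after their values were seen.

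After deletion of Irf4 by CD4-Cre several gene groups stood apart in opposite directions, or in 1 polarization, with 1 library per condition and no test of the difference. The p53 targets had a median difference of 0.93 in Th17 cells (percentile 100 of matched random lists), with the death receptor Fas at 10.07 against 8.29 and Zmat3 at 11.69 against 10.42. In Th0 cells their median was −0.42 (percentile 0), with Cdkn1a at 11.92 against 12.94, although Fas was 10.59 against 9.38. Interferon response genes had a median of 0.42 in Th0 cells (percentile 100), with Ddx58 at 9.39 against 7.64 and Rtp4 at 6.87 against 4.69. ATF4 targets had a median of −0.71 in Th17 cells (percentile 0), such as Asns, asparagine synthetase, at 10.69 against 12.13 and Trib3 at 8.67 against 10.34. Batf, the partner of Irf4, was higher in both, 12.10 against 11.08 in Th17 and 11.83 against 10.47 in Th0 cells.

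The genes called in the double knockout differed under C16 and N2 by extents that stood apart between the labelled genotypes. Across the 287 genes, which are not independent replicates, the slope of the C16 difference on the double knockout difference was 0.355 in wild type, 0.481 in libraries labelled Rora knockout and 0.00141 in those labelled Rorc knockout, and that of N2 was 0.354, 0.394 and 0.0183. Il17a was 13.45 under DMSO, 8.51 under C16 and 9.44 under N2 in wild type, 12.92, 6.83 and 9.27 in Rora knockout and 8.39, 7.62 and 8.10 in Rorc knockout libraries, by their labels. The ATF4 targets were lower under C16 in libraries labelled Rorc knockout too, with a median of −0.28 (percentile 0), as in those labelled Rora knockout at −0.33 (percentile 0) and wild type at −0.18 (percentile 0.4). Each value is from 1 library, and the differences between genotypes were not tested.

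Called genes near the deleted genes were counted within 10 Mb in GRCm38. In the Rora knockout comparison 3 of 10 called genes lay near Rora, where 0.103 would by chance: Car12 (positions 66713686 to 66766845 of chromosome 9), Fam63b (70599014 to 70657174) and 2810417H13Rik (65890237 to 65903266). In the double knockout in Th0 cells 2 of 12 did, 2810417H13Rik and Lysmd2 (75625741 to 75637771), where 0.122 would by chance, and 5 of the 12 lay on chromosome 14, where 0.407 would by chance. None of the 12 lay near Rorc (0 against 0.221 by chance). In the double knockout in Th17 cells 4 of 285 lay near Rora (2.90 by chance), 9 of 286 near Rorc (5.27 by chance) and 24 of 285 on chromosome 14 (9.67 by chance). For Irf4 6 of 513 called genes lay near the deleted gene (3.37 by chance), for Batf 0 of 24 (0.227 by chance), and for Nrf2 0 of 6 lay near Nfe2l2 (0.0391 by chance).

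Il17a was 13.66 and 14.10 in the 2 lowest-numbered Dig libraries. Over the 244 genes called without these libraries, the share of the Dig effect found in them was 0.120 in the Th17P and 0.0393 in the Th17N library, against 0.853 to 1.02 in the other Dig libraries, each set against the genes and effect called without it. An exchange with a Veh library of this set is argued against, since the lowest Veh value of Il17a was 13.4 and the highest of the other Dig libraries 10.2. An exchange with a Veh library outside the set could not be tested. That the 2 lowest-numbered Dig libraries received no Dig, or Dig that did not act, may account for the pattern and stays open. No Veh library carries their number.

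Th17 genes were high in the library labelled Th0 Nrf2 knockout 1, with Il17a at 10.49 against 4.53 in Th0 knockout 2 and 4.85 in Th0 wild type. A response to the knockout is argued against: the mean difference of 172 Th17 genes from wild type was 1.51 in library 1 and −0.07 in library 2, a ratio of −0.0462. A share of Th17 cells or reads in this library may account for the values. A share of 23.8% followed from 140 genes higher in Th17 cells and 22.4% from 111 lower genes, a ratio of 0.943. Whether cells or reads were mixed was not tested.

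In other splits of the later libraries, 1 of 100 gave 959 or more genes for Th17P against Th17N, the real one, with 625 in the highest other split. The real split thus ranked first, but 100 splits cannot give a share below 0.01. For 96 against 48 h no library number is on both sides, and the 6 splits by whole numbers are too few for a share under 0.05: 1 of 6 gave 2820 or more, the real one, and the highest other, which set the other 8 libraries of 96 h against the 2 lowest-numbered and those of 48 h, gave 2174. For Dig 7 of 100 splits gave 129 or more, with 222 in the highest other, so chance is not excluded for the unblocked count. Among splits that part every pair, with the replicate block, 2 of 100 gave 300 or more, and the other, with 303, put the lowest-numbered Dig libraries with Veh. The remaining designs also have too few splits for a share under 0.05. Th17 against Th0 gave 2322 genes in 1 of 16 splits and at most 0 in the others, and C16 gave 10 in 1 of 4 splits and at most 0 in the others. Rora gave 11 or more in 2 of 4 splits, the other being 113 with the C16 libraries exchanged. N2, C16 against N2 and C16 in Th0 gave 0 in the real split, so that 4 of 4 splits were as large in each, and at most 0, 14 and 25 in the others.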
